A study of Rattus norvegicus with 48 samples. Its data were reported in "Circadian regulation of hippocampal function is disrupted with corticosteroid treatment" (2023).

How the data were processed

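Hippocampi were taken from rats every 4 h over 1 day, at ZT 2, 6, 10, 14, 18 and 22, where ZT (zeitgeber time) counts hours from lights on. Vehicle rats (CTL) drank plain water. The other rats received methylprednisolone (MPL), a synthetic glucocorticoid, at 1 mg/mL in drinking water for 5 days, about 20 mg per day. There were 4 rats in each of the 12 groups, 48 libraries in all. The labels name the strain as Sprague-Dawley, whereas the methods of the study name Lister hooded rats. Stranded libraries were made from total RNA and sequenced as paired ends on a HiSeq instrument.

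The submitters' processing notes name CASAVA 1.8.2, TopHat2 2.0.10, Cuffdiff 2.2.0 and the rat genome build rn6. According to the methods of the study, lanes were merged per sample and Cuffdiff was run with geometric scaling, pooled dispersion, and corrections for bias, multiple alignment and effective length. The values deposited by the authors are a signal per transcript, with 1 pooled value per transcript and group and no value per rat. The deposited signal is named as FPKM (fragments per kilobase, relative to the mapped fragments), but the sums per group are far too large for that unit. At its usual scale they would need transcripts averaging 1.44 bases. The values were therefore used as a relative signal with an unknown scale factor. No value could be traced to whole reads, so the depth of each group is unknown and no counting interval is given. The methods of the study give an approximate number of reads per lane, but none per group. The highest values are rounded in the files to a few digits.

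The methods of the study describe the tests of each arm separately, with genes of low expression left out per arm. Whether both arms were normalized in 1 run is not stated in the sources used here, and levels set across arms carry that limit.

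The 12 groups were rescaled together by the median ratio over 20592 transcripts above 0 in all of them. They were then multiplied by 1 factor so that the mean sum is 1000000, and values are given in these signal units. Transcripts with a mean of at least 0.5 signal units over the 12 groups were kept, which left 18210. Differences were taken on log2(value + 0.5), which understates the change of low transcripts. A transcript was counted as past 2-fold where this difference was at least 1 in size. A 24 h cosine was fitted by least squares to the 6 log2 values of an arm, giving a peak time, an amplitude (from the mean to the peak) and R², the share of variance explained. A 24 h pattern was defined as R² of at least 0.9 with an amplitude of at least 0.2.

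The tests planned before the data were examined were limma fits over rats. None could be run over rats, and for 1 value per group the plan called for values, folds and fitted phases without tests. Contrasts of single times, and the time course by arm, leave no residual degrees of freedom among the pooled groups. Added after seeing the data were limma (trend) fits with the pooled groups as units: a 24 h cosine in each arm (3 residual degrees of freedom), a cosine that differs between arms (6), and MPL against CTL paired by time (5), with Benjamini-Hochberg adjustment and adjusted p under 0.05. Their p-values measure the spread between pooled groups and not between rats. The 2-fold and R² thresholds were set after that was seen. In place of a replicate error, the number of transcripts past 2-fold is given for every pair of groups. Planned fits that need values per rat, including robust or weighted spread, an F test over times and leaving out single libraries, were not run.

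Rows are Ensembl transcript IDs with no gene names. The gene table used for names (assembly GRCr8) holds 0 Ensembl IDs, so 0 rows could be matched, and neither the gene lists fixed beforehand nor the genes to be named by symbol could be reported. The rule for named genes asked for the largest differences among transcripts with a mean of at least 1. Without names it was applied to the 2 largest rises and 2 largest falls at ZT 10 against ZT 2 in CTL, among transcripts above 0 in both groups. Rows are transcripts and not genes, so several rows can belong to 1 gene, and a shift between isoforms counts as a difference.

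Simulated groups with the real levels and, in place of a spread between rats, the spread between the time points of an arm were used to test the calculations for CTL over 18210 transcripts. Of 200 transcripts given a 24 h cosine, 100% were recovered with a 24 h pattern, with a median error of peak time of 0.13 h. Of 200 transcripts changed 4-fold at ZT 10, 100% were recovered with the right sign. Both sets were drawn from transcripts with a spread below the median, and the cosine amplitude was far above the minimum of 0.2. Full recovery follows largely from these choices and gives no sensitivity for low or variable transcripts. Among simulated transcripts with no added change, 2.76% were past 2-fold at ZT 10 and 1.12% had a 24 h pattern. In the CTL data, 2.11% and 1.86% did. Since the spread used holds any real change over the day, the simulation gives no level of chance for the observed counts.

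In a simulation of the limma fits over 18210 transcripts, 200 were changed in each, by several times their own spread between time points. At an unadjusted p under 0.05, 99.5% of those with a cosine in CTL and 100% of those with an arm effect were found. So were 5.21% and 4.80% of unchanged transcripts. The high recovery follows from the size of the added effects and gives no sensitivity for the real transcripts.

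Alternatives were another pseudocount (0.1 or 1), no filter or a mean of at least 1, values as deposited, and quantile normalization, together with peak times over transcripts with a 24 h pattern. Added after seeing the data were means of at least 5 or 20, 1.5-fold in place of 2-fold, ZT 6 as the reference, no minimum amplitude, and leaving out transcripts listed at 0 in any group or only the 3 abundant ones among them. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.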

Results

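RNA from whole hippocampus was sequenced to follow gene expression over the day in vehicle-treated rats (CTL) and in rats given the synthetic glucocorticoid methylprednisolone (MPL). Each arm had 6 time points with 4 rats at each, and the files give 1 pooled value per transcript and group. There is thus no spread between rats, and none of the differences has a replicate check. Of the transcripts in the files, 20592 were above 0 in all 12 groups and 12286 were listed at 0 in all of them. Between 22926 and 23840 transcripts were above 0 in the CTL groups, the fewest at ZT 22 and the most at ZT 2. In the MPL groups the range was from 23353 at ZT 2 to 24127 at ZT 14. Depth is unknown. The 18210 transcripts with a mean of at least 0.5 signal units were compared, where the sum over a group averages 1000000 units.

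All pairs of the 12 groups were compared first. Over the 66 pairs, between 296 and 792 transcripts lay at least 2-fold apart, with a median of 497. The median was 533 over the 15 pairs within CTL, 477 over the 15 pairs within MPL and 505 over the 36 pairs between arms. The largest number, 792, was that of ZT 6 and ZT 22 in CTL, and the smallest, 296, that of ZT 10 and ZT 22 in MPL. The 2 comparisons of ZT 10 with ZT 2 are ranked among the pairs of their arm.

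The first question was which transcripts differ over the day in CTL. Against ZT 2, the start of the resting phase, 219 transcripts lay at least 2-fold higher at ZT 10 and 165 lay at least 2-fold lower. The sum of 384 was the lowest of the 15 CTL pairs, each of which had at least as many. At ZT 6, 241 were higher and 230 lower. At ZT 14, 172 were higher and 275 lower, and at ZT 18, 285 were higher and 224 lower. ZT 22 had the largest number, with 214 higher and 418 lower. ZT 22 and ZT 2 were also the CTL groups with the fewest and the most transcripts above 0, 22926 and 23840. ZT 18, with the next fewest, 23135, had more higher than lower. A link between these numbers was not tested. With quantile normalization the ZT 22 counts were 266 and 336. The typical transcript moved little, with a median difference of 1.08-fold at ZT 10 and 1.09-fold at ZT 22.

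In CTL 1252 transcripts were past 2-fold at 1 time or more, and 39 were past it at all 5 later times. These were mostly low transcripts. Of the 1303 transcripts with a mean from 0.5 to 1 signal units, 23.0% were among them, and of the 3735 from 1 to 5 signal units, 16.9%. The share was 5.14% of the 4804 transcripts from 5 to 20 signal units. It was 0.96% of the 6044 from 20 to 100 signal units and 0.69% of the 2324 above that. Counts at these thresholds therefore describe low transcripts first.

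**Figure D1:**
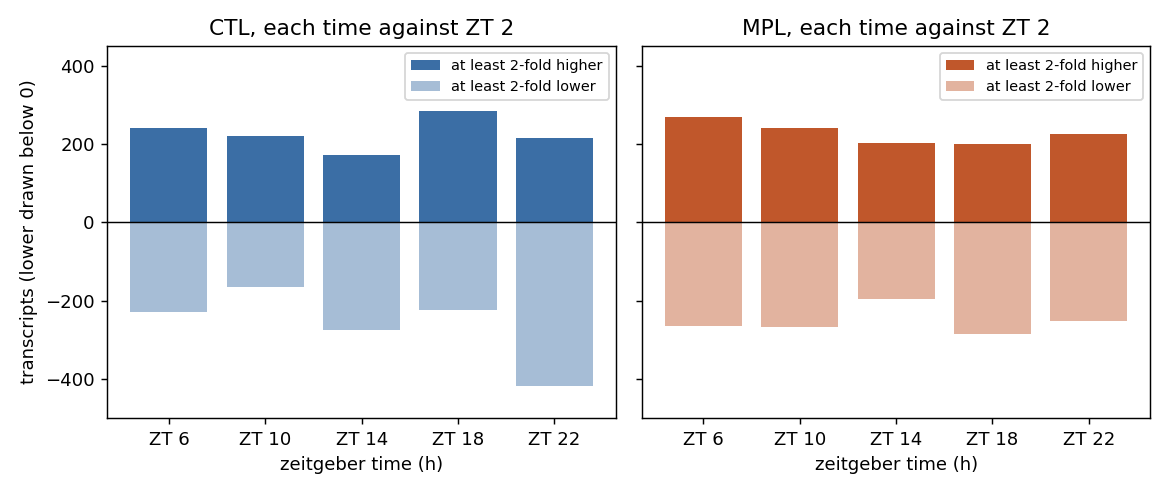
Number of transcripts (vertical axis) at least 2-fold higher (solid bars, above 0) or lower (pale bars, below 0) than at ZT 2, for each later zeitgeber time in h (horizontal axis) in CTL (left) and MPL (right), from 1 pooled value per group. The lowest bar is that of CTL at ZT 22, with 418 transcripts lower.

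The files do not pair transcript IDs with gene names, and only the 2 largest rises and 2 largest falls at ZT 10 in CTL are named. ENSRNOT00000055615.5 stood at 0.35 signal units at ZT 2 and 16.7 at ZT 10, a log2 difference of 4.33. It was highest in CTL at ZT 18, with 120.5 signal units. In MPL it was 37.5 at ZT 2 and 29.4 at ZT 10, a log2 difference of -0.35. ENSRNOT00000082699.1 stood at 0.58 signal units at ZT 2 in CTL, whereas the other 11 groups lay between 10.2 and 23.8. Its log2 difference at ZT 10 was 4.25 in CTL and -0.53 in MPL. The group that set the difference was therefore CTL at ZT 2.

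ENSRNOT00000081465.1 was 16.2 signal units at ZT 2 and 0.059 at ZT 10 in CTL, a log2 difference of -4.90. In MPL it was 0.36 at ZT 2 and 6.54 at ZT 10, a log2 difference of 3.04 in the opposite direction. Its CTL values went from 0.059 at ZT 10 to 11.1 at ZT 14 and back to 0.26 at ZT 22. ENSRNOT00000083655.1 was 14.9 at ZT 2 and 0.070 at ZT 10 in CTL, with a log2 difference of -4.76. It was 15.6 and 5.89 in MPL, with a log2 difference of -1.33. Whether such values differ between rats cannot be seen in pooled values.

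The same comparisons in MPL addressed whether the drug alters the daily course. At ZT 10 against ZT 2, 240 transcripts lay at least 2-fold higher and 268 lay at least 2-fold lower, a balance that turned with values as deposited (269 higher and 244 lower). Of the 15 MPL pairs, 4 had at least as many as this sum of 508, this pair included. At ZT 6, 268 were higher and 265 lower, and at ZT 14, 203 were higher and 197 lower. At ZT 18 there were 199 higher and 285 lower, and at ZT 22, 225 higher and 252 lower, which also turned with values as deposited (245 and 240). In all, 1143 transcripts were past 2-fold at 1 time or more and 52 at all 5 later times. Transcripts with a mean from 0.5 to 1 signal units were again most often past it, 19.7% of them, against 0.91% of those from 20 to 100 signal units.

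The lists of the 2 arms overlapped, with 711 transcripts past 2-fold at some time in both. Independent lists of these sizes would share 78.6, and independent lists within 20 bins of mean level 174.3. The overlap does not take direction or time into account.

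The change from ZT 2 to ZT 10 was then set side by side in the arms, which share no library. Of 219 transcripts higher in CTL and 240 higher in MPL, 24 were in both lists, where independent lists would share 2.89, or 5.84 when matched on mean level in 20 bins. Of 165 lower in CTL and 268 lower in MPL, 28 were in both, against 2.43, or 5.87 when matched on level. Opposite changes were as frequent. A further 29 transcripts higher in CTL were lower in MPL, and 24 lower in CTL were higher in MPL, where independent lists would give 3.22 and 2.17, or 7.36 and 4.49 when matched on level. The overlap thus held the same direction no more often than the opposite one. Across the 18210 transcripts, which are not independent replicates, Pearson's r of the 2 changes was -0.070 and Spearman's rho was 0.085. Without transcripts listed at 0 in any group, r was 0.016 and rho was 0.089. The change in MPL was at least 2-fold higher than that in CTL for 367 transcripts and at least 2-fold lower for 489. This difference joins the pooled values of both arms, so it carries more noise than a change within an arm. No reference was computed for these counts, and an effect of MPL on them was not tested.

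A 24 h cosine was fitted to place the peak of each transcript. Among the 1252 transcripts past 2-fold in CTL, the fullest hour was ZT 7 to ZT 8, with 106 transcripts. From ZT 6 to ZT 9 there were 23.2%, where an even spread would give 12.5%. This window was not planned and holds the fullest hour, so part of its excess follows from the choice. The transcripts were chosen by their difference from ZT 2, so an even spread gives no level of chance for any window. From ZT 5 to ZT 7 there were 11.1%, where an even spread would give 8.33%, and from ZT 22 to ZT 1 there were 8.71%, against 12.5%. Among the 1143 transcripts past 2-fold in MPL, the fullest hour was also ZT 7 to ZT 8, with 80 transcripts. There were 17.1% from ZT 6 to ZT 9, 10.3% from ZT 5 to ZT 7 and 13.0% from ZT 22 to ZT 1. The fits were loose, with a median R² of 0.36 in both arms. Over the transcripts with a 24 h pattern, as defined next, the arms differed more. The fullest hour was ZT 7 to ZT 8 in CTL, with 44 of 339, and ZT 3 to ZT 4 in MPL, with 22 of 191, where ZT 7 to ZT 8 held 10. From ZT 6 to ZT 9, a window that holds the fullest hour of CTL only, there were 28.9% in CTL and 11.5% in MPL. This difference between arms was not tested.

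**Figure D2:**
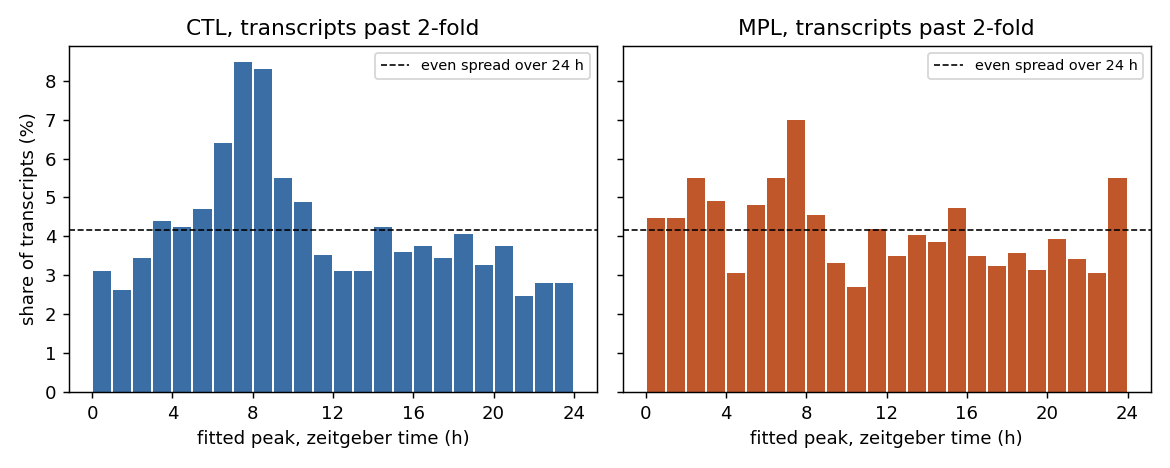
Share of transcripts in percent (vertical axis) by hour of the fitted 24 h peak in zeitgeber time (horizontal axis), for the 1252 CTL (left) and 1143 MPL (right) transcripts past 2-fold, with the dashed line at an even spread. The fullest hour is ZT 7 to ZT 8 in both arms, with 106 and 80 transcripts, whereas over transcripts with a 24 h pattern it is ZT 3 to ZT 4 in MPL.

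A 24 h pattern was met by 339 transcripts in CTL and 191 in MPL. Their median amplitude was 0.33 and 0.29 on the log2 scale. Of these, 6 had the pattern in both arms, where independent lists would share 3.56. The CTL set had a median amplitude of 0.18 in MPL, and 89.1% of its members had a smaller amplitude in MPL. The MPL set had a median amplitude of 0.21 in CTL, and 80.1% of its members had a smaller amplitude in CTL. Each set was chosen for a large amplitude in its own arm, so smaller values in the other arm follow from the choice.

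Levels were compared between arms at each time. At ZT 2, 195 transcripts lay at least 2-fold higher in MPL and 251 at least 2-fold lower. At ZT 6 there were 175 higher and 286 lower, and at ZT 10, 158 higher and 288 lower. ZT 14 had 238 higher and 148 lower, ZT 18 had 192 higher and 442 lower, and ZT 22 had 460 higher and 277 lower. With quantile normalization the ZT 18 counts were 251 and 341. Higher and lower together, the 6 times had between 386 and 737 transcripts, with a median of 453.5. The 15 pairs of times within CTL had between 384 and 792, with a median of 533. By these counts, the arms at the same time lay no further apart than 2 CTL times did. By the median difference over all transcripts, the arms at ZT 18 lay further apart than any 2 CTL times. It was 0.169 on the log2 scale, against at most 0.155 within CTL, and at the other times it lay within the CTL range. Whether the authors normalized both arms in 1 run is not stated in the sources used here. In all, 751 transcripts were higher in MPL at all 6 times and 585 were lower at all 6. Together they were 7.34% of those compared, where independent random directions would give 3.12%. Transcripts are not independent, and exchanging the arms at ZT 6, ZT 10 and ZT 18 gave 1478 transcripts, more than the 1336 here. Their median mean difference was 1.09-fold. Only 7 of those higher and 32 of those lower had a mean difference of at least 1.5-fold, and 0 were past 2-fold at all 6 times.

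With the pooled groups as units, limma found 1 transcript with a 24 h cosine in CTL and 0 in MPL at an adjusted p under 0.05. It was ENSRNOT00000087662.1, with a fitted peak at ZT 16.3, an amplitude of 1.04 on the log2 scale and an adjusted p of 0.013. At an unadjusted p under 0.05 there were 1350 transcripts in CTL and 992 in MPL, where 910.5 would be expected with no rhythm. The limma test of a cosine that differs between arms found 0 transcripts at an adjusted p under 0.05. It gave 532 at an unadjusted p under 0.05, fewer than the 910.5 expected with no difference. The 0 therefore does not show that the rhythms are equal. Paired by time, limma found 1 transcript that differed between MPL and CTL, ENSRNOT00000012755.6, which was lower in MPL at all 6 times. Its mean log2 difference was -0.47 ± 0.039 (SE over 6 times) with an adjusted p of 0.034, and it was not called with values as deposited or with no filter. At an unadjusted p under 0.05 there were 2128 transcripts, where 910.5 would be expected with no difference. Exchanging the arms at ZT 6, ZT 10 and ZT 18 gave 2396. The CTL call was lost with no filter. Counting the true order, 5 of 60 orders of the CTL time points gave at least 1 transcript at an adjusted p under 0.05. Counting the true arms, 4 of 32 exchanges of the arms within time points did so for MPL against CTL. Chance could thus not be excluded for either call.

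Of the abundant transcripts, 3 were listed at 0 in some groups and at 20 signal units or more in all others. They were chosen after their values were seen. ENSRNOT00000050156.3, the highest transcript in CTL at ZT 2, was between 18456 and 20651 signal units in the 6 CTL groups and in MPL at ZT 2. It was listed at 0 in MPL from ZT 6 to ZT 22. ENSRNOT00000079055.1 was between 3673 and 4341 in CTL from ZT 10 to ZT 22 and in MPL at ZT 2, and was listed at 0 elsewhere. ENSRNOT00000007255.6 was listed at 0 in CTL at ZT 2 and in MPL from ZT 6 to ZT 18, and was between 67.7 and 77.6 in the other 7 groups. No fold is given against a value of 0.

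**Figure D3:**
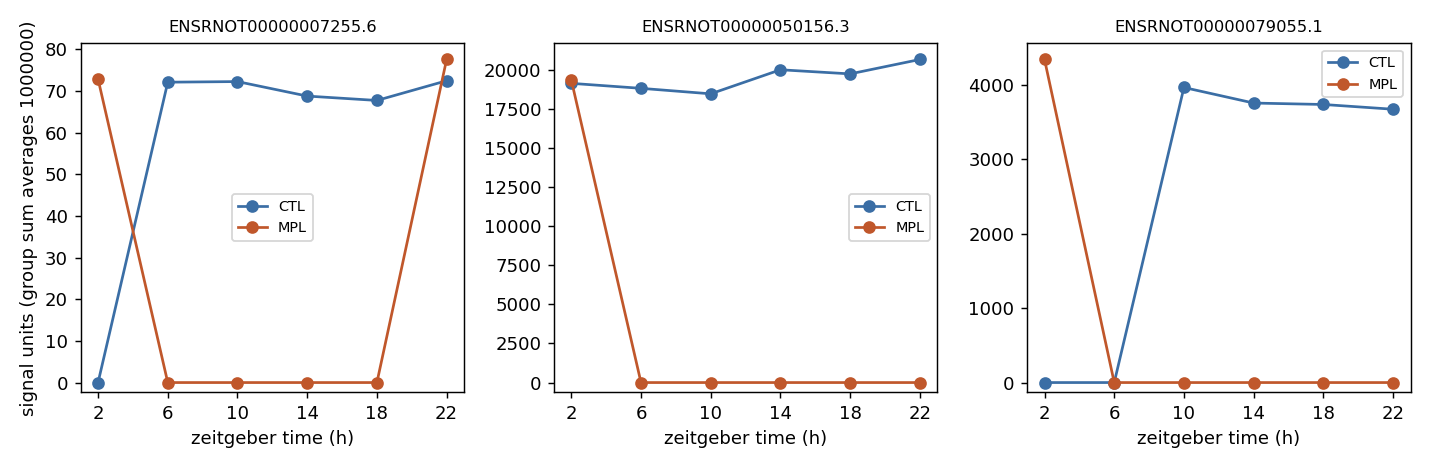
Signal units (vertical axis) by zeitgeber time in h (horizontal axis) for the 3 abundant transcripts listed at 0 in some groups, with 1 pooled value per point in CTL and MPL. ENSRNOT00000050156.3 lies between 18456 and 20651 signal units or at 0, with no value between.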

Values the study reported

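The study reported 485 genes that differed over time in CTL hippocampus and 512 after MPL treatment, from 13,939 and 16,269 genes tested, at a false discovery rate of 0.05. Most of these genes were said to peak from ZT 5 to 7 in controls and from ZT 22 to 1 under MPL. The shares given above for these windows are over another set, transcripts past 2-fold in pooled values and mostly low. They are therefore no check of this statement. Of the 485 genes, 56 were described as direct targets of corticosteroids in a separate experiment.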

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

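All of the means of at least 5 or 20, 1.5-fold, ZT 6 reference, no minimum amplitude and listed-at-0 alternatives were chosen after seeing the data. The others were chosen before the data were examined, and gave 86 values apart from the limma counts. Of these 86, 79 stayed within 1.5 times of the main count, within the 95% binomial interval of a share, or within 0.1 of the correlation. So did 74 of 115 added values. The added values include the limma counts over pooled groups under each setting tried for them, also settings chosen beforehand. The limma counts for a cosine in MPL and for one that differs between arms were 0 throughout. They could hardly move and show no stability. The pseudocount cannot change on which side of CTL a transcript lies and was not tried for that count. The depth of each group, which limits low transcripts most, is unknown. No analysis paired by rat was possible because each rat was sampled at a single time in a single arm, and the arms could be paired by time only. Leaving out single libraries, limma's robust and weighted fits, the F test, the other adjustments, camera and fry were not run, nor was the test of the time course between arms. The limma fits over pooled groups were added after seeing the data.

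The pseudocount moved the ZT 10 counts: with 0.1 there were 579 in CTL, 781 in MPL and 92 shared, and with 1 there were 250 in CTL and 32 shared. Higher means left fewer transcripts. With at least 5 signal units, 321 in CTL and 318 in MPL were past 2-fold at any time, 86 and 156 at ZT 10, 12 were shared and 232 differed between arms, and 178 and 75 had a 24 h pattern. With at least 20, the numbers were 74 and 74 at any time, 19 and 38 at ZT 10, 1 shared, 53 that differed, 68 and 21 with a 24 h pattern, and 861 on the same side of CTL at all 6 times. At 1.5-fold there were 3097 in CTL and 2963 in MPL at any time, 1061 and 1275 at ZT 10, 187 shared and 2121 that differed. With no minimum amplitude, 880 in CTL and 740 in MPL had a 24 h pattern.

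Of peak times, the CTL share from ZT 5 to ZT 7 was 9.35% with a mean of at least 5, 8.11% with 20 and 13.5% with ZT 6 as reference, and the share from ZT 22 to ZT 1 was 6.54%, 6.76% and 6.78%. In MPL, the ZT 5 to ZT 7 share was 8.38% over transcripts with a 24 h pattern, 16.2% with a mean of at least 20 and 13.0% with ZT 6 as reference. The MPL share from ZT 22 to ZT 1 was 9.42% and 10.8% under the first and second of these. The correlation of the ZT 10 changes was -0.28 with a mean of at least 20 and turned to 0.016 over transcripts above 0 in all groups and to 0.0073 without the 3 abundant ones listed at 0. Apart from these last changes, the cause was not tested.

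With limma over pooled groups, the CTL count of 1 became 0 with no filter. The count of MPL against CTL, also 1, became 0 with no filter, 0 with values as deposited and 3 with a mean of at least 20. Quantile normalization moved the share of higher against lower transcripts by up to 12.1 percentage points, and values as deposited by up to 7.07.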

Other observations

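All tests in this part were added after the values were seen. The regroupings of the limma fits were set before their own results were seen.

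A principal component analysis over 8364 transcripts with a mean of at least 20 signal units, above 0 in all groups, gave a first component with 26.7% of the variance. Its scores in CTL were 0.14 at ZT 2, 0.39 at ZT 6, 0.29 at ZT 10, -0.34 at ZT 14, 0.17 at ZT 18 and -0.47 at ZT 22. In MPL they were 0.092, 0.028, 0.16, -0.24, -0.47 and 0.25 at the same times. The groups at ZT 2, ZT 6 and ZT 10 were above 0 in both arms and those at ZT 14 below 0, whereas ZT 18 and ZT 22 had opposite signs in the arms. With transcripts listed at 0 included, the first component held 42.5% of the variance, but 3 transcripts carried 77.1% of it. These are descriptions of 12 pooled values.

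Whether the daily order of the groups matters was tested by counting 24 h patterns under the other orders of the 6 time points. In CTL, 11 of 60 orders gave as many as the 339 transcripts of the true order, and the highest other gave 574. In MPL 35 of 60 orders gave as many as 191, and the highest other gave 562. Chance could not be excluded for either count.

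A daily profile shared by the arms was tested as a hypothesis by pairing the CTL and MPL time points in all possible ways. With the true pairing the mean correlation across transcripts was 0.0032, and 330 of 720 pairings gave one as high, up to 0.18. Over 9 combinations of level and scale, of which this was the lowest, the mean correlation reached 0.10 with the true pairing and 0.34 with another. Between 138 and 330 pairings gave one as high as the true pairing. The test did not show a shared profile, and with 1 pooled value per group it does not exclude one.

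The arms were exchanged within time points to test the transcripts on the same side of CTL at all 6 times. For 1336 transcripts, 2 of 32 exchanges gave as many, the highest other being 1478, with the arms exchanged at ZT 6, ZT 10 and ZT 18, so chance could not be excluded. Among transcripts with a mean of at least 20 signal units there were 861, and 1 of 32 exchanges gave as many, the true one. The highest other, the same exchange, gave 813. That level was chosen after the values were seen, and 1 of 32 is the smallest share this test can give. Without that level, 2 of 32 gave as many. Chance was therefore not excluded, and a difference in how the arms were normalized remains open.

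The limma fits over pooled groups were regrouped in the same ways. For transcripts at an unadjusted p under 0.05, 17 of 60 orders of the CTL groups gave as many as the 1350 of the true order, the highest other giving 2637. In MPL 24 of 60 orders gave as many as 992, the highest other giving 2499. For a cosine that differs between arms, 30 of 32 exchanges of the arms gave as many as 532, the highest other giving 2855. Exchanging the arms at some times turns a constant difference between them into a difference over time, which can raise these counts. The exchanges therefore give no level of chance for the 532. For MPL against CTL, 2 of 32 exchanges gave as many as 2128, the highest other giving 2396 with the arms exchanged at ZT 6, ZT 10 and ZT 18. Chance could not be excluded for the CTL, MPL and MPL against CTL counts. At an adjusted p under 0.05, 5 of 60 CTL orders gave at least 1 transcript, the highest other giving 6. In MPL the true order gave 0 and the highest other 24. For MPL against CTL, 4 of 32 exchanges gave at least 1, the highest other giving 2. The adjusted calls were therefore no more than regrouping gave.

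The 3 abundant transcripts listed at 0 were weighed against treatment, processing and depth. MPL treatment as the whole cause was argued against in all 3, since each was above 0 in an MPL group or at 0 in a CTL group. Values left out by the authors' processing may account for the pattern: the groups above 0 lay within 1.18-fold of each other, with nothing between them and 0. Cuffdiff can leave out a locus with too many fragments, and deeper groups would then be the ones at 0, although the level of ENSRNOT00000007255.6, at most 77.6 signal units, does not single it out for that. The number of transcripts above 0 was used as a stand-in for depth. Groups at 0 listed more transcripts above 0 than the others, with a highest adjusted p of 0.010 over 3 exact two-sided permutation tests. The groups at 0 were mostly MPL groups, and with groups permuted within arms the adjusted exact permutation p was 0.067 for 2 of the transcripts and 0.17, the smallest its 6 arrangements allow, for ENSRNOT00000050156.3, so depth and arm cannot be told apart.

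The same transcripts bear on the negative correlation of the ZT 10 changes between arms. Pearson's r was -0.070 over all transcripts, 0.0073 without these 3 and 0.016 without all those listed at 0 in any group. Over means of at least 20 signal units it went from -0.28 to 0.12 without the 3. Without the 3, r was between 0.0073 and 0.12 at the 4 minimum levels tried, and Spearman's rho was positive with them, between 0.085 and 0.19. These values argue against opposite changes across transcripts as the source of the negative sign, for which the 3 transcripts are a candidate explanation.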
